A study of Mus musculus with 3 samples. Its data were reported in "Transcriptional and epigenetic rewiring by the NUP98::KDM5A fusion oncoprotein directly activates CDK12" (2025).

How the data were processed

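ATAC-seq libraries of dTAG-NUP98::KDM5A cells, each from 50000 cells kept in DMSO (1 in 1000) for 8 h, were analysed from peak lists. The 3 libraries form 1 group by their treatment label, and their replicate numbers come from the same titles. The submitters' processing notes name the build mm10 and the tools BWA 0.7.17-r1188, SAMtools 1.13, MACS2 2.1.0 and deepTools 3.5.1. The role of each tool, the removal of duplicate reads, the use of a list of problem regions and the use of a control input were not given in the sources used here for these libraries. The paper's ATAC-seq methods describe duplicate marking, filtering of problem regions and broad peak calling, but with alignment by Bowtie2 to the human genome. Peak names carry the name of a single library, so peaks were called in each library separately, as narrow peaks and as broad regions.

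In the deposited lists each narrow peak has a fold enrichment over local background at its summit, and each broad region has a mean fold over its length. This fold is the authors' own ratio per peak, and it was used only to describe, rank or filter peaks and to set genes against each other within a library. The authors' caller also gave −log10 p and −log10 q per peak, and the lowest −log10 q was 1.30, 1.31 and 1.30 in the narrow lists and 1.00 in the broad ones. The deposited integer score per peak follows from the −log10 q and was not used. The deposited lists hold no read totals, so sequencing depth was taken only from what they imply. Since MACS2 computes the fold and p from the summit pileup and the local background, both were recovered from each peak, and the pileup was whole within 0.002 on the −log10 p scale for all but 3, 3 and 4 peaks. The median summit pileup was 10, 12 and 12 fragments, and the lowest local background 1.26, 1.47 and 1.29 fragments, in libraries 1, 2 and 3. Divided by the smallest peak width (153, 149 and 133 bp), which was assumed and not stated to be the length to which fragments were extended, this gave a background density of 8.26, 9.84 and 9.68 fragments per kb. A typical peak thus rests on few fragments, and a promoter without a peak is one where none was called at this depth. Intervals cover counting error only.

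Gene models and sequence were those of GRCm38 (the assembly named mm10), with GENCODE vM21 annotation. Coordinates are counted from 1. A promoter was the TSS of any annotated transcript ± 1 kb, and a gene was open when a narrow peak overlapped its promoter in all 3 libraries. A gene's promoter fold was that of its highest overlapping narrow peak, or 0 without one. Narrow peaks of the libraries were merged where they overlapped by at least 1 bp, and 100 sets of lists shifted around the chromosomes gave the overlap of unrelated regions. Regions were assigned to promoter, exon, intron or intergenic sequence in that order. Motifs were sought as consensus sequences on either strand within 50 bp of each summit and in flanks of the same length centred 500 bp away, for 18 motifs.

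Gene lists were compared within each library with 10000 random lists of the same size, drawn with replacement from protein-coding genes, by the list's median fold, median width of the widest broad region or share of open genes. Two-sided empirical p-values were adjusted by Benjamini and Hochberg over the 26 lists, and a list passed when its adjusted p was under 0.05, in all 3 libraries for folds and widths. Of the lists 6 came from the study, which chose them on RNA, H3K27ac and growth assays: direct targets, essential direct targets, genes with loss of RNA and H3K27ac, H3K27ac loss genes, and genes that fell or rose 24 h after degradation. The other 20 came from textbook knowledge: the Hoxa, Hoxb, Hoxc and Hoxd clusters, stem and progenitor, granulocyte-monocyte progenitor, mature granulocyte, monocyte and macrophage, erythroid, megakaryocyte, B cell, T and NK cell, DNA repair, elongation kinase, chromatin partner, immediate early, housekeeping, neuronal, hepatocyte and muscle genes. Genes that fell were set against genes that rose by permuting gene labels (100000 resamples, two-sided) on log2(fold + 1) and by Fisher's exact test on open genes, adjusted over 4 tests. Fisher's exact test also compared the Hox clusters. Coding exons of Nras, Nup98 and Kdm5a were set against 10000 random draws of genes with a like number of exons (within 20%).

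Named genes followed a fixed rule: the 12 essential direct targets and Meis1, the 5 highest other direct targets by mean fold and any without a peak, the 2 highest members of every other list and up to 2 without a peak, the 10 highest open genes, Nras, Nup98 and Kdm5a, the 5 highest shared regions and the 5 widest broad regions. Some of the genes this rule names are not reported here. The groups, tests, lists, this rule and most alternatives were fixed before the data were examined. The alternatives were a −log10 q of at least 10, other promoter windows (500 bp and 3 kb), the outermost TSS alone, broad regions in place of narrow peaks, openness in at least 2 libraries, reciprocal overlap of 50%, equal numbers of peaks, random lists matched on GC content, a pseudocount of 0.1, other motif windows and flanks, assembled autosomes and X only, and leaving out each library in turn. Random lists of open genes, with and without GC matching, and summit pileup in place of fold were added after seeing the data.

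Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, BLAST 2.17.0 and matplotlib 3.10.9. The list tests were tested on simulated data: with the adjustment over 26 lists and all 3 libraries required, a list of 42 genes with no change passed in 0% of 200 simulations, one with 3 added to every fold in 34.5% and one with 6 added in 75%, and for 12 genes these shares were 0, 12.5 and 46.5%. Of 5000 planted common sites 4994 were recovered. Groups of 3 libraries were not tested for outlying libraries. Libraries of degrader-treated cells were not analysed here. Genes of the study's lists without a protein-coding match, 3 of the 45 direct targets among them, did not enter the counts and tests of lists, although the rule for named genes could pick them.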

Results

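Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in dTAG-NUP98::KDM5A cells. This is a mouse acute myeloid leukemia (AML) line driven by a fusion of the nucleoporin NUP98 with the histone demethylase KDM5A, together with a transduced mutant Nras. The fusion carries a degradation tag, so that a small molecule (dTAG13) can remove it from the cells. The 3 libraries analysed here formed 1 group, in which 50000 cells per library had been kept for 8 h in the solvent DMSO (1 in 1000) without the degrader. Cells given the degrader were not analysed here. The data therefore describe the accessible chromatin of these leukemia cells while the fusion was present, and every comparison below sets genes or regions against each other within the same libraries. Nothing in the sources used here says that the libraries came from separate cultures, so the spread between them may be technical.

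The 3 libraries shared 18124 accessible regions, and these lay mostly at gene promoters. Of the shared regions, 61.0% (11047 regions, 95% Wilson interval 60.2 to 61.7%) overlapped a window of 1 kb to each side of an annotated transcription start site (TSS), against 8.32% on average and at most 8.97% in 100 sets of randomly shifted regions. Only 2.21% of the shared regions lay in exons outside promoters, 18.7% in introns and 18.2% between genes. Regions called in 1 library alone were distributed differently, with 11.8% at promoters, 43.3% in introns and 39.9% between genes. These counts come from 58423, 50433 and 46649 narrow peaks in libraries 1, 2 and 3 (51835 ± 6011, mean ± SD, n = 3). The broad calls of the same libraries listed 72117, 98239 and 84029 regions (84795 ± 13078, n = 3), or 1.25, 1.63 and 1.27% of the genome.

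Most sites were seen in a single library. Merging the narrow lists gave 107726 regions, of which 80073 (74.3%) were called in 1 library, 9529 in 2 and 18124 (16.8%) in all 3, while shifted lists shared 21.1 regions on average and at most 33. Shared regions were the strong ones, with a median summit pileup of 24, 25 and 25 fragments in libraries 1 to 3 against 8, 9 and 9 for regions found in that library alone. Fold enrichment at shared regions ranked similarly between libraries, with Spearman's rho of 0.690 ± 0.0079 (mean ± SD over 3 pairs), a description across regions, which are not independent replicates. No pair of libraries looked like 1 library counted again, since pairs had 8, 7 and 8 identical intervals and 0 with the same fold. With the strict limit of 10 on the −log10 q scale, 8162 regions were shared and 85.2% of them lay at promoters, and 11666 regions were shared when a reciprocal overlap of 50% was asked for.

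**Figure D1:**
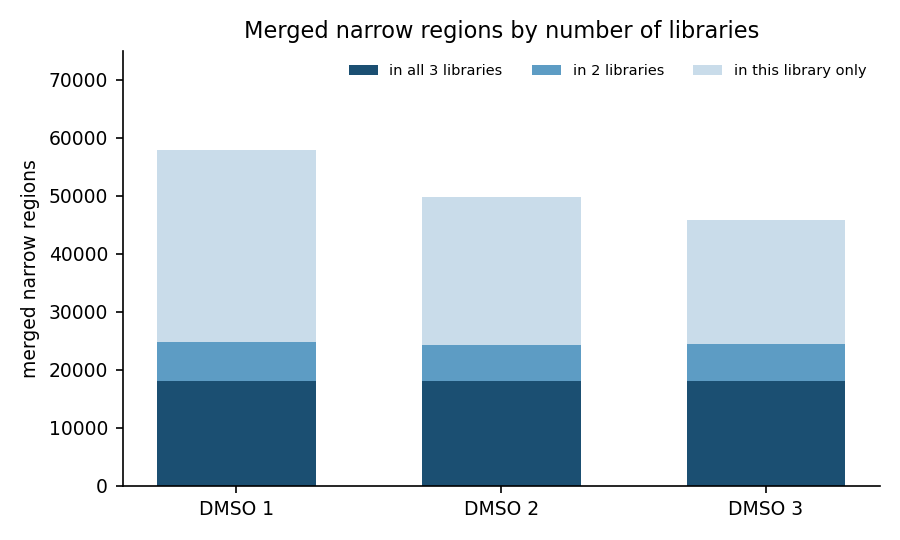
Number of merged narrow regions (y axis) in each of the 3 DMSO libraries (x axis), with bars split into regions found in all 3 libraries, in 2 or in that library alone. The 18124 shared regions are the same in every bar, and 33029, 25494 and 21550 regions were found in library 1, 2 or 3 alone.

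The promoters of 10972 of 21938 protein-coding genes (50.0%) carried a narrow peak in all 3 libraries, and are called open here. The most enriched open promoters belonged to genes of quite different function. They were the uncharacterised 2310009B15Rik (fold enrichment 14.2 ± 1.94, mean ± SD, n = 3), the cell cycle transcription factor E2f5 (14.2 ± 0.742), the helicase Dhx36 (14.1 ± 0.995), Ggct (13.9 ± 2.24), the zinc finger gene Zfp808 (13.9 ± 2.09), the DNA break repair gene Nbn (13.8 ± 0.751), Depdc1a (13.7 ± 1.95), Zfp619 (13.6 ± 1.25), the helicase gene Ascc3 (13.6 ± 1.95) and the Fc receptor gene Fcgr3 (13.6 ± 0.759). The means of these 10 genes differed by less than the spread between libraries. The median over open genes was 7.82, 7.34 and 8.03 in libraries 1 to 3. A further set of genes had a peak in some libraries only, so that 14003 genes were open in at least 1 library and 7935 in none.

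The study asked which genes the fusion controls directly, and the accessibility of those genes was examined first. The promoters of its direct targets, genes whose nascent transcription fell when the fusion was degraded, were almost all open. Of 42 protein-coding direct targets 39 (92.9%) were open in all 3 libraries, against a median of 50.0% in random lists of protein-coding genes (n = 42 genes, adjusted p = 0.00074, from the smallest p that 10000 random lists can give, 0.0002). The exceptions, named after their values were seen, were Hoxa9 and Six4 with a peak in 2 libraries and Hoxa5 with a peak in 1. The highest enrichment outside the essential targets was at the ubiquitin ligase gene Trim59 (10.3 ± 1.59, n = 3), followed by the synaptic scaffold gene Homer1 (8.85 ± 0.692), the BMP receptor gene Bmpr2 (8.68 ± 2.20), the cytokine signalling suppressor gene Socs7 (7.89 ± 1.63) and the cyclin-dependent kinase inhibitor gene Cdkn2c (7.82 ± 1.16). No direct target lacked a promoter peak in every library. The list was chosen on nascent RNA, not on these libraries. Only a transcribed gene can lose nascent RNA, and random lists were not matched on transcription. The open share therefore does not tell targets of the fusion from other transcribed genes.

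The 12 direct targets that the leukemia cells need for growth ranged widely in promoter enrichment. Coordinates are in mm10. Vcpip1, which encodes a deubiquitinating enzyme, had the highest enrichment, 9.91 ± 0.887 (mean ± SD, n = 3; chromosome 1, 9718622 to 9748382). The exocyst gene Exoc8 reached 6.34 ± 0.921 (chromosome 8, 124893108 to 124897705) and the membrane protein gene Slmap 6.30 ± 1.27 (chromosome 14, 26413168 to 26534931). Cdk12, which encodes a kinase of transcription elongation (ENSMUSG00000003119.14, chromosome 11, 98203059 to 98278504), had a fold of 6.47, 7.26 and 5.16 in libraries 1, 2 and 3 (6.30 ± 1.06). Lower values were found at Igf2bp3, an RNA-binding protein gene (4.27 ± 0.0649, chromosome 6, 49085223 to 49214957), at the transcriptional repressor gene Bcl11a (4.24 ± 0.773, chromosome 11, 24078056 to 24174123) and at the homeobox gene Nkx2-3 (4.11 ± 0.685, chromosome 19, 43612325 to 43615892).

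The essential Hoxa genes, homeobox genes of blood stem and progenitor cells, had the lowest mean promoter enrichment of the 12, although Hoxa10 differed from Nkx2-3, Bcl11a and Igf2bp3 by less than the spread between libraries. Hoxa10 stood at 4.08 ± 0.299 (chromosome 6, 52231197 to 52240854), Hoxa3 at 3.57 ± 0.739 (chromosome 6, 52169062 to 52213336) and Hoxa7 at 3.52 ± 0.358 (chromosome 6, 52214491 to 52221854). Hoxa9 (chromosome 6, 52223100 to 52231089) had folds of 2.91 and 4.61 in libraries 1 and 3 and no narrow peak in library 2. Meis1, which encodes a partner of HOXA9 (chromosome 11, 18879817 to 19018985), reached 6.70 ± 1.77. With the strict limit of 10 on the −log10 q scale, no promoter peak of Hoxa3, Hoxa7 or Hoxa10 was left in any library, and the means of Bcl11a and Nkx2-3 came to 1.71 and 2.97. Among the 12 genes 11 (91.7%) were open (n = 12 genes, adjusted p = 0.0094), a call that ended against random lists matched on GC content (adjusted p = 0.101).

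**Figure D2:**
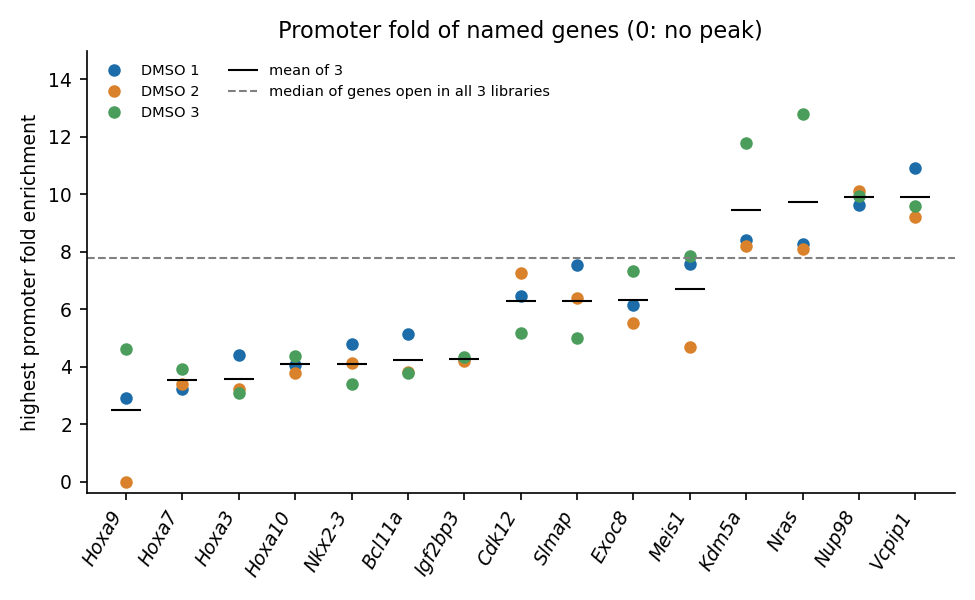
Highest promoter fold enrichment (y axis, the authors' ratio over local background, 0 where no peak) of essential direct targets, Meis1, Nras, Nup98 and Kdm5a (x axis), with 1 point per DMSO library, a line at their mean and a dashed line at the median of open genes (7.79). Among the targets Vcpip1 alone has a mean above that median, and Hoxa9 has no narrow peak in library 2.

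Genes that lost the active histone mark H3K27ac when the fusion was degraded were open nearly without exception. Of 79 such genes 76 (96.2%, n = 79 genes, adjusted p = 0.00074) were open, with Hoxa9 and Six4 among the exceptions, and of the 37 that also lost RNA 36 (97.3%, n = 37 genes, adjusted p = 0.00074) were open, all but Hoxa9. Vcpip1 and Bmpr2 led both lists. The lists overlap, since 26 of the direct targets also lost H3K27ac and all 37 genes of the shorter list belong to the longer one, and they were chosen on other assays, not on these libraries. Only a gene that carries H3K27ac can lose it, and random lists were not matched on this mark or on RNA. These open shares therefore do not tell targets of the fusion from other active genes, and all 22 DNA repair genes were open too. With the strict limit of 10 on the −log10 q scale, 47.6% of direct targets, 41.7% of essential ones and 43.2% of the genes with loss of RNA and H3K27ac were open, and these calls ended (n = 42, 12 and 37 genes, adjusted p = 0.159, 0.854 and 0.439), while that of all H3K27ac loss genes did not (48.1%, adjusted p = 0.0475).

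Although open, these promoters did not stand out in fold enrichment. The median fold was 5.72 ± 0.283 (SD, n = 3) over direct targets, 4.54 ± 0.393 over essential ones, 5.27 ± 0.253 over genes with loss of RNA and H3K27ac and 5.43 ± 0.318 over all H3K27ac loss genes. For direct targets this placed the list at percentiles 89.9, 91.0 and 74.6 of random lists in libraries 1 to 3 (n = 42 genes, adjusted p = 0.782, 0.836 and 0.861), and for the essential ones at 58.0, 50.8 and 51.5. In none of the 4 lists did the median pass the test in any library, nor with random lists matched on GC content, where the mean percentile of direct targets was 26.0. The test could miss real shifts, since in simulations a rise of 3 in every gene passed in all libraries in 34.5% of 42-gene lists and 12.5% of 12-gene lists, and a rise of 6 in 75% and 46.5%.

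Among genes that were open at all, the direct targets had low fold enrichment. Against random lists of open genes, a comparison chosen after seeing the data, their mean percentile was 0.0167 (n = 39 genes, highest adjusted p = 0.0036), that of the essential ones 0.0067, and that of both H3K27ac lists 0. When the summit pileup took the place of the fold, also chosen after seeing the data, direct targets instead passed the test on the high side among all protein-coding genes (n = 42 genes, mean percentile 99.99, highest adjusted p = 0.0052). That comparison includes closed genes, which have no pileup. Among open genes alone the pileup stood at percentiles 87.7, 98.7 and 78.5 in libraries 1 to 3 and did not pass in all of them (n = 39 genes, unadjusted p = 0.314, 0.0366 and 0.536). The low fold therefore does not show fewer fragments at these summits. It goes with a higher local background, with a median of 4.70, 5.10 and 4.96 fragments against 3.16, 3.47 and 3.19 in random open genes.

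Accessible domains at direct targets were wide, as were those of several other lists. The widest broad region at their promoters had a median width of 1063 ± 15.7 bp (SD, n = 3). This lay at percentile 100 of random lists in each library (n = 42 genes, adjusted p = 0.0017, 0.0010 and 0.0017 in libraries 1 to 3). The median was 1224 ± 28.0 bp over H3K27ac loss genes, 1162 ± 15.3 bp over those that also lost RNA and 1057 ± 88.0 bp over essential targets. The essential list missed the threshold in library 2 (n = 12 genes, adjusted p = 0.0811). Width also passed in all 3 libraries for chromatin genes (1146 ± 54.3 bp), elongation genes (1051 ± 19.2 bp), immediate early genes (1035 ± 124 bp) and genes that fell after degradation (708 ± 32.7 bp). Part of the width of direct targets goes with being open, since the median broad region of open genes was 877, 917 and 865 bp wide, and against random lists of open genes, chosen after seeing the data, the call ended (n = 39 genes, mean percentile 98.7, highest adjusted p = 0.179). It also ended at the strict limit of 10 on the −log10 q scale, where the mean percentile was 50.

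The study also listed the genes that fell and those that rose within 24 h of degrading the fusion. It reported significantly higher accessibility at the genes that fell, by ATAC-seq signal in mouse and human AML samples. The question here was whether promoter peaks of the DMSO libraries differed in the same direction. A gene that falls must have been expressed beforehand, whereas one that rises may have been silent. The lists were not matched on expression, so a difference may come from this choice alone. Genes that later fell were open more often. Of 141 such genes 99 (70.2%) were open, against 45 of 92 genes (48.9%) that later rose, a difference of 21.3 percentage points (Fisher's exact test, two-sided, p = 0.0015, adjusted p = 0.0029). Among genes that fell, Lipt2, a gene of lipoate synthesis, had the highest promoter fold (12.1 ± 1.36, n = 3), and 4930486L24Rik had no promoter peak. The study's list also holds noncoding RNA genes, which are outside the 141 genes tested, among them F730043M19Rik (9.68 ± 2.16) and 5033406O09Rik, which had no peak. Among genes that rose, Fam241a (13.0 ± 1.87) and the cell cycle regulator gene Rgcc (11.4 ± 2.05) were highest, while Ccdc125 and Camp, an antimicrobial peptide gene of granulocytes, had none. Against random lists, the genes that fell were open in excess (n = 141 genes, adjusted p = 0.00074) and those that rose were not (n = 92 genes, adjusted p = 0.95). These calls rested on weak peaks: with the strict limit of 10 on the −log10 q scale 24.1% and 18.5% of the lists were open, both below random lists (adjusted p = 0.0182 and 0.0052), and the difference between them was 5.64 points (Fisher's exact test, p = 0.335).

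In fold enrichment the same lists differed less clearly. The mean of log2(fold + 1) was higher for genes that fell by 0.61, 0.27 and 0.44 in libraries 1, 2 and 3 (permutation of gene labels, adjusted p = 0.00088, 0.109 and 0.0138), so that the difference passed in libraries 1 and 3 but not in library 2. Without library 2 the mean difference was 0.52 and passed (highest permutation p = 0.0104), and broad regions in place of narrow peaks gave 0.32 and passed (highest permutation p = 0.0258), whereas promoters of 3 kb to each side gave 0.27 and a pseudocount of 0.1 gave 0.95 without passing. Among open genes alone the difference was -0.10 ± 0.02 (highest permutation p = 0.154), so its direction turned without passing the test. Genes are not independent replicates.

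Of the 4 Hox clusters, the Hoxa cluster was the most accessible. Of its 11 genes 6 were open, Hoxa3, Hoxa7, Hoxa10, Hoxa11 and Hoxa13 among them, against 2 of 28 in the other clusters, Hoxb4 and Hoxd8 (difference 47.4 percentage points, Fisher's exact test, two-sided, p = 0.0030). Hoxa13 had a fold of 4.14 ± 1.11 (mean ± SD, n = 3), and Hoxa2 and Hoxa4 had no peak. In the Hoxb cluster Hoxb4 stood at 6.45 ± 1.14 and Hoxb5 had a peak in library 1 alone (1.46 ± 2.52), while Hoxb1 and Hoxb13 had none. Hoxc5 and Hoxc10 shared a peak in libraries 1 and 2 (3.26 ± 2.88), and Hoxc11 and Hoxc12 had none. Hoxd8 reached 5.21 ± 0.757 and Hoxd13 2.60 ± 2.26, and Hoxd1 and Hoxd10 had none. Broad regions covered 7.38 ± 1.11% of the Hoxa cluster on chromosome 6, 2.65 ± 1.02% of Hoxb (chromosome 11, 96194316 to 96368256), 3.33 ± 0.982% of Hoxc (chromosome 15, 102921103 to 103036852) and 3.23 ± 0.821% of Hoxd (chromosome 2, 74668310 to 74765142). At the strict limit of 10 on the −log10 q scale 1 Hoxa gene was open and the difference was 9.09 points (Fisher's exact test, p = 0.282).

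Against random lists of protein-coding genes (n = 10000 lists per test), the Hoxb (1 of 10 open, adjusted p = 0.0304), Hoxc (0 of 9, adjusted p = 0.0082) and Hoxd genes (1 of 9, adjusted p = 0.0460) were open less often, whereas the Hoxa genes (54.5%, adjusted p = 1.0) did not pass. In tests of the same kind (n = 10000 lists), the Hoxc call ended without library 3 (adjusted p = 0.182), and the Hoxd call without library 2 (adjusted p = 0.181).

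Blood cell markers were examined to see which cell type the accessible promoters resemble. Genes of stem and progenitor cells were open in excess, with 18 of 24 (75%, n = 24 genes, adjusted p = 0.0304), and 7 of them belong to the genes that fell after degradation of the fusion. The receptor kinase gene Flt3 led this list (9.39 ± 1.88, mean ± SD, n = 3), followed by the RNA-binding protein gene Msi2 (8.52 ± 0.301). Among genes of granulocyte-monocyte progenitors 10 of 15 (66.7%) were open, which did not pass the test against random lists (n = 15 genes, adjusted p = 0.333). Fcgr3 (13.6 ± 0.759) and the transcription factor gene Irf8 (7.71 ± 1.09) were highest there, and the granule gene Elane and Ms4a3 had no peak. The stem and progenitor call ended on matching for GC content (n = 24 genes, adjusted p = 0.111) and at the strict limit of 10 on the −log10 q scale, where 29.2% were open (adjusted p = 0.792). These 2 lists differ in size and were not compared with each other, so the tests do not tell which cell type is nearer. Among healthy blood cells, the paper found granulocyte-monocyte progenitors nearest in accessibility to patient AML with NUP98 fusions.

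Genes of mature granulocytes, erythroid cells and B cells were seldom open in all 3 libraries. No promoter peak in any library was found for 12 of 20 granulocyte, 10 of 15 erythroid and 5 of 16 B cell genes. Among all protein-coding genes 7935 of 21938 had none. Of 20 genes of mature granulocytes 2 (10.0%, n = 20 genes, adjusted p = 0.0036) were open, and the collagenase gene Mmp8 (7.16 ± 2.23) and the gelatinase gene Mmp9 (5.23 ± 1.21) were highest, whereas Camp and Chil3 had no peak. Erythroid genes were open in 1 of 15 cases (6.67%, n = 15 genes, adjusted p = 0.0019), namely the transferrin receptor gene Tfrc (8.97 ± 2.32), with Epor at 3.50 ± 3.11 and no peak at Epb42 or Ermap. Of 16 B cell genes 2 (12.5%, n = 16 genes, adjusted p = 0.0092) were open, with the surrogate light chain gene Vpreb1 (8.04 ± 1.23) and the transcription factor gene Pax5 (4.33 ± 0.343) highest and no peak at the B cell receptor gene Cd79a. This call ended without library 1 (n = 16 genes, adjusted p = 0.0835) and on matching for GC content (adjusted p = 0.0936).

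Lists of 3 further lineages did not pass the test. Monocyte and macrophage genes were open in 7 of 18 cases (38.9%, n = 18 genes, adjusted p = 0.535), with the transcription factor gene Klf4 (7.97 ± 1.18) highest and no peak at the complement genes C1qa and C1qb. Megakaryocyte genes were open in 4 of 16 cases (25%, n = 16 genes, adjusted p = 0.0961), with the transcription factor gene Nfe2 (8.29 ± 1.09) and the integrin gene Itga2b (6.63 ± 1.17) highest and no peak at the platelet glycoprotein genes Gp1ba and Gp1bb. T and NK cell genes were open in 6 of 20 cases (30%, n = 20 genes, adjusted p = 0.134), with the transcription factor genes Gata3 (8.88 ± 3.41) and Foxp3 (7.83 ± 1.51) highest and no peak at Bcl11b or Cd3e. Megakaryocyte genes passed below random lists at the strict limit of 10 on the −log10 q scale (n = 16 genes, adjusted p = 0.0475) and with only the outermost TSS of each gene (adjusted p = 0.0180), as did T and NK cell genes with a promoter of 500 bp to each side (n = 20 genes, adjusted p = 0.0219) and with the outermost TSS (adjusted p = 0.0160).

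Genes of the cell's basic machinery were open without exception or nearly so. All 22 DNA repair genes, all 18 genes of chromatin complexes and all 16 housekeeping genes were open (n = 22, 18 and 16 genes, adjusted p = 0.00074 each), as were 12 of 13 kinases and cyclins of transcription elongation, all but Mnat1 (92.3%, adjusted p = 0.0082), and 13 of 15 immediate early genes (86.7%, adjusted p = 0.0094). DNA repair genes were led by Nbn (13.8 ± 0.751, mean ± SD, n = 3) and Fancl (12.9 ± 2.19). This was the only list whose median fold (8.80 ± 0.280) passed against random lists in all 3 libraries (n = 22 genes, percentile 100, adjusted p = 0.0052 in each). The chromatin genes, with Ash2l (10.3 ± 1.96) and Nup98 (9.90 ± 0.250) highest, passed in library 3 alone (n = 18 genes, median 7.78 ± 0.979, adjusted p = 0.0078). Ccnh (10.2 ± 1.00) and Ccnt2 (8.51 ± 1.27) were highest among the elongation genes, and Atf3 (8.39 ± 2.04) and Dusp1 (8.26 ± 1.31) among the immediate early genes, of which Egr3 had no peak. The housekeeping gene Sdha stood at 9.55 ± 1.87. On matching for GC content the calls of elongation genes (n = 13 genes, adjusted p = 0.0582) and immediate early genes (adjusted p = 0.305) ended.

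Genes of other tissues were seldom open in all 3 libraries. No promoter peak in any library was found for 5 of 15 neuronal, 13 of 15 hepatocyte and 6 of 15 muscle genes. Among all protein-coding genes 7935 of 21938 had none. Neuronal genes were open in 2 of 15 cases (13.3%, n = 15 genes, adjusted p = 0.0135), hepatocyte genes in 1 of 15 (6.67%, adjusted p = 0.0029) and muscle genes in 2 of 15 (13.3%, adjusted p = 0.0133). The highest members were Neurog2 (5.78 ± 0.763) and Grin1 (4.68 ± 0.122) among neuronal genes, Apoh (7.77 ± 1.68) and F9 (2.06 ± 3.57) among hepatocyte genes, and Ckm (6.09 ± 2.03) and Ryr2 (5.96 ± 2.15) among muscle genes, while Gad1, Neurod1, Afp, Ahsg, Actc1 and Mb had no peak. The neuronal call ended without library 3 (n = 15 genes, adjusted p = 0.120), the muscle call without library 1 (adjusted p = 0.109) and the hepatocyte call on matching for GC content (adjusted p = 0.0936). Of the 26 lists 11 passed above random lists and 9 below, and with GC content matched 7 passed above and 7 below. Other promoter windows, TSS choices, broad regions or openness in at least 2 libraries ended the calls of the Hoxb, Hoxc, Hoxd, stem and progenitor, B cell, immediate early, hepatocyte, neuronal and muscle lists under at least 1 setting, whereas the DNA repair, chromatin, housekeeping, H3K27ac loss, mature granulocyte and erythroid lists passed on the same side under every setting tried.

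**Figure D3:**
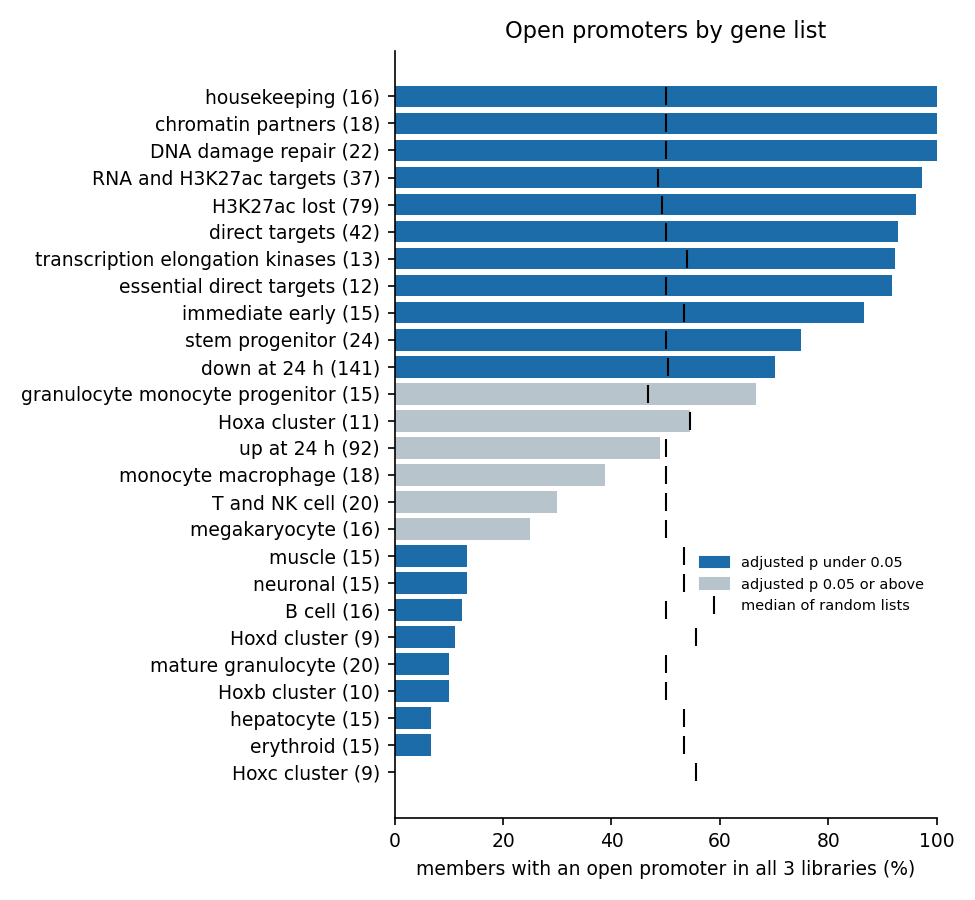
Share of each gene list's members with an open promoter in all 3 DMSO libraries, in percent (bars, with the number of protein-coding members in brackets), with black ticks at the median share of random lists and dark bars for lists with an adjusted p under 0.05. DNA repair, chromatin and housekeeping genes are at 100%, and the Hoxc cluster, which also passed, is at 0%.

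Motifs at the peak summits were compared with flanks 500 bp away, to see which transcription factor families mark the accessible sites. At the 7002 shared regions outside promoters on assembled chromosomes, the motif of the insulator protein CTCF was 16.5 ± 2.94 times as frequent at summits as in flanks (mean ± SD, n = 3), and that of PU.1 and related ETS factors of the myeloid lineage 10.4 ± 1.27 times, with 7.07% of summits holding it against 0.686% of flanks. Motifs of C/EBP, the granulocyte lineage factors, followed at 5.49 ± 0.0637, CRE at 5.14 ± 1.98, RUNX at 4.52 ± 0.458, the core motif of other ETS factors at 4.00 ± 1.36, AP-1 at 3.08 ± 0.147, IRF at 2.88 ± 0.824, SP/KLF at 2.16 ± 0.0828 and an E-box at 2.07 ± 0.0442. These 10 motifs passed a ratio of 1.5 in every library. The order by ratio is not an order by number of sites. C/EBP and CRE were held by only 0.314 and 0.343% of summits, against 5.47% for RUNX, 5.61% for AP-1 and 10.6% for the E-box. Of the motifs included as controls, that of REST, a repressor of neuronal genes in other tissues, stood at 2 in library 1 and 8 in library 3, with no flank holding it in library 2, on only 0.0143, 0.0571 and 0.0571% of summits. Whether these cells hold REST was not tested, so its motif cannot serve as a firm negative control. The other control had a ratio of 0 in every library. HOXA9-PBX (1.01 ± 0.145), MEIS (1.27 ± 0.208), MYB (1.15 on average) and NFY (1.23) did not pass the ratio of 1.5 in every library. The erythroid and megakaryocytic GATA motif was less frequent at summits (0.722 ± 0.0503). At the strict limit of 10 on the −log10 q scale PU.1 (14.5) stood above CTCF (4.83), so that the order of these 2 turned, and the ratio of RUNX was 5.56, that of C/EBP 2.83 and that of IRF 5.17, while the means of NFY (2.21), MEIS (1.68) and SP/KLF (4.15) also lay above 1.5. With flanks 1000 bp away the CTCF ratio was 32.0 and that of the ETS core motif 7.31, and without library 2 the CTCF ratio was 25.1.

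At promoter summits the order of the motifs differed. NRF1 (17.8 ± 1.73), the ETS core motif (16.0 ± 1.32) and CRE (11.5 ± 1.36) were most in excess of their flanks, followed by CTCF (7.37 on average) and SP/KLF (6.27 ± 0.414), while PU.1 stood at 2.92 and C/EBP at 2.99. GATA (0.360 ± 0.0309) and HOXA9-PBX (0.202) were rarer at promoter summits than beside them. The REST motif was above 1 at promoters (4.69 ± 1.63), whereas 0% of promoter summits held the other control. Ratios are descriptions across regions, which are not independent replicates.

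**Figure D4:**
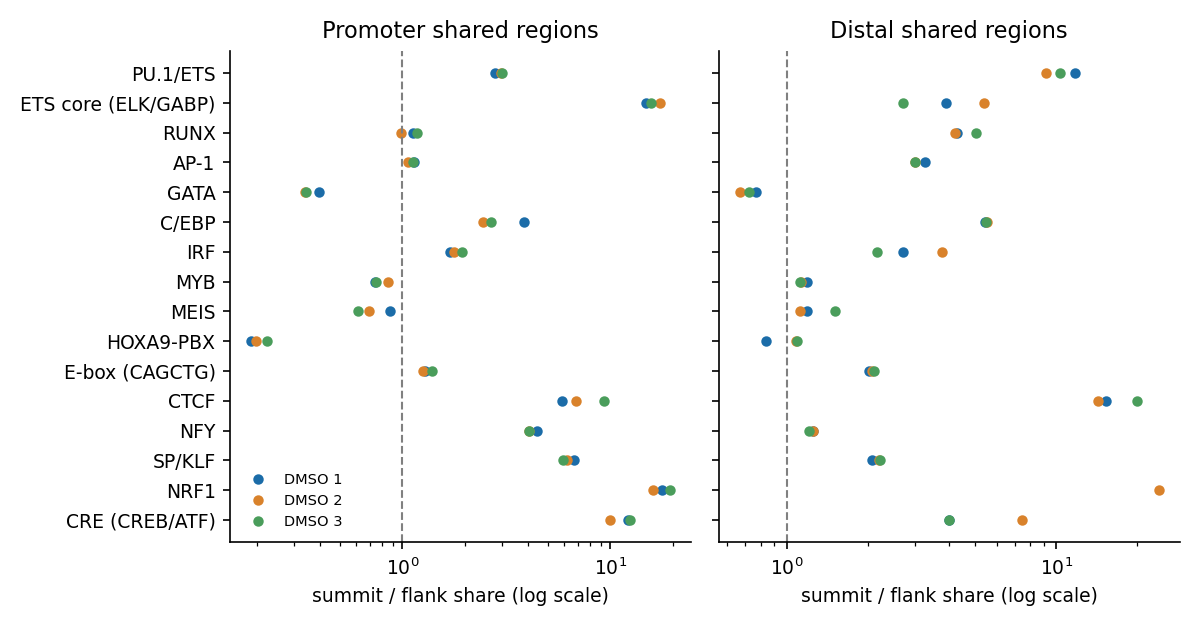
Ratio of the share of peak summits to the share of flanks holding each motif (x axis, log scale), for shared regions at promoters and elsewhere, with 1 point per DMSO library. Outside promoters CTCF (16.5) and PU.1 (10.4) stand far above 1 and GATA (0.722) below it, and NRF1 has 1 point there, since no flank held it in the other libraries.

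The line carries Nras and the fusion on transduced retroviral constructs. Peaks over the coding exons of Nras, Nup98 and Kdm5a were examined on the assumption that the inserts are complementary DNA, without introns, of mouse sequence. Neither point was found in the paper. Coverage pooled over all coding exons passed at none of these 3 genes, which for Nup98 and Kdm5a is not a test of the transduced fusion, since it holds only the first exons of the one and the last exons of the other. Narrow peaks covered 0% of the coding sequence of Nras in every library, 5.31% of that of Nup98 in library 2 and 0% in the others, and 3.24% of that of Kdm5a in libraries 1 and 3 and 0% in library 2. Compared with random genes of similar exon number, Nup98 stood at percentiles 21.4, 87.4 and 24.5 and Kdm5a at 74.2, 23.8 and 75.8, so none passed in all libraries. The peak at Kdm5a lay over its first coding exon (chromosome 6, 120364614 to 120364778), outside the part kept in the fusion, and no narrow peak covered another coding exon of this gene. Those at Nup98 in library 2 lay over coding exons 12 and 29. The promoters of all 3 genes were open, with a fold of 9.72 ± 2.65 at Nras, 9.90 ± 0.250 at Nup98 and 9.46 ± 2.00 at Kdm5a (mean ± SD, n = 3).

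Of the 5 regions with the highest fold enrichment in the genome, 4 lay outside promoters. The highest, at 37.6 ± 0.770 (mean ± SD, n = 3), lay on the unplaced contig Un_JH584304 (112982 to 113637), and the next, 35.2 ± 0.581, on chromosome 12 (3109871 to 3110117), where 100% of the sequence is masked as repeat. They were followed by regions within Camk1d on chromosome 2 (5379048 to 5379376, 33.9 ± 0.610), at the promoter of Gm24187 on chromosome 13 (9834306 to 9834551, 33.4 ± 1.82) and within Jarid2 on chromosome 13 (44869571 to 44870023, 32.2 ± 2.30). The widest broad region present in every library spanned 5685 ± 6.43 bp on chromosome 17 (39843059 to 39848748) at Gm26917, Gm42418 and AY036118. The next lay at Gm21738 on chromosome 14 (19415754 to 19419635, 3878 ± 3.51 bp, 83.9% repeats), at Ppp2r3d on chromosome 9 (124422616 to 124425908, 3179 ± 77.7 bp), on chromosome Y (90739071 to 90743152, 3153 ± 1254 bp, 36.3% repeats) and at Tmem267 on chromosome 13 (119596449 to 119600574, 3049 ± 902 bp, 67.4% repeats). Filtering of problem regions was not given for these libraries, so artifacts of repeated sequence among these regions cannot be told from open chromatin.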

Values the study reported

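The study reported 45 direct targets of the fusion, defined by reduced nascent transcription after its degradation, and found 12 of them to be essential for growth of the leukemia cells. After 24 h of degradation it reported 153 genes with lower and 96 genes with higher expression. It reported 161 regions with reduced H3K27ac, which corresponded to 84 genes, and 38 genes that lost both H3K27ac and expression.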

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

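No tests are reported in this part, and none was chosen after a result was seen. Peaks outside the assembled nuclear chromosomes drew attention because they are signal in sequence that the gene comparisons did not use. On unplaced contigs the narrow lists held 135.3 peaks on average (146, 136 and 124 in libraries 1, 2 and 3), spread over 25, 26 and 21 contigs, with a median fold of 4.01, 4.10 and 4.23. On the mitochondrial genome they held 3.33 peaks on average (4, 4 and 2), with a median fold of 1.68, 1.65 and 1.70.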

How the results depend on the processing

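Random lists of open genes and summit pileup in place of fold were tests chosen only after the results were seen. Of 150 alternatives to values that answer a comparison, 106 kept direction and side of the threshold, 5 lost a call, 5 gained one, 19 moved and 15 reversed. Of 388 alternatives to single lists and genes, 316 kept both, 31 lost a call, 5 gained one, 23 moved and 13 reversed. Where no construction is named below, the cause was not tested. No paired analysis was possible because there is only 1 group, so a fit with a replicate block has no value. Depth limits all calls of absence, since the median narrow peak rests on 10 to 12 fragments.

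A −log10 q of at least 10, which leaves fewer peaks, gave 11812 narrow peaks, 2348 broad regions and 8162 shared regions, a promoter share of 85.2%, a rho of 0.569, an open share difference between genes that fell and rose of 5.64 points and a Hox difference of 9.09 points. It put the width of direct targets at percentile 50, and the open share of genes that fell at 0.255, Hoxa genes at 3.63, stem and progenitor genes at 29.0 and granulocyte-monocyte progenitor genes at 46.5. Reciprocal overlap of 50% gave 11666 shared regions. Counting what was found in at least 2 libraries gave 27653 shared regions, 47.5% at promoters, and put genes that rose at percentile 95.5. Broad regions gave a promoter share of 51.7%, a rho of 0.655, a fold difference between genes that fell and rose of 0.32, and percentiles of 49.9 for the fold of essential targets and 81.7 for openness of genes that rose. Promoters of 500 bp gave a promoter share of 58.7% and put Hoxa genes at 21.8. Promoters of 3 kb gave 66.7%, and percentiles of 47.6 for the fold of essential targets, 89.0 for genes that rose and 57.3 for monocyte and macrophage genes. The outermost TSS alone gave a promoter share of 53.6%.

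Matching random lists on GC content put the fold of direct targets at percentile 26.0, essential targets at 14.7, genes with loss of RNA and H3K27ac at 26.8, all H3K27ac loss genes at 11.9, and openness of Hoxa genes at 29.96. Random lists of open genes put these 4 folds at 0.0167, 0.0067, 0 and 0, and with GC matched as well at 0.0133, 0.0167, 0 and 0. They put the width of direct targets at 98.7, and 96.7 with GC matched. Summit pileup in place of fold put direct targets at 99.99, genes with loss of RNA and H3K27ac at 99.985 and all H3K27ac loss genes at 100. Among open genes alone the fold difference between genes that fell and rose was -0.10.

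Leaving out 1 library gave 48541 to 54428 narrow peaks, 78073 to 91134 broad regions, 20878 to 21489 shared regions, of which 54.7 to 55.8% lay at promoters, a rho of 0.699 to 0.710, 11304 to 11416 open genes, a fold difference of 0.36 to 0.52, an open share difference of 16.2 to 24.8 points, a Hox difference of 40.3 to 52.9 points, 11 motifs and 0 genes passing for exon peaks, and genes that rose at percentiles 59.3 to 77.3. Among these only the fold difference changed its call, without library 2 (0.52), the motif added to the 10 was NRF1 without library 1 or 3 but the REST control without library 2, and the single lists whose calls rest on 1 library are named in the report. The 10972 open genes stayed within 1.5 times under every alternative run.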

Other observations

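The gene families, distal regions and widest promoters described here, and the tests of depth, of domain width and of the segment of chromosome 17, were chosen only after the results were seen. Gene families differed widely in how many members were open. Mitochondrial ribosomal protein genes were open in 73 of 78 cases (93.6%), proteasome genes in 46 of 50 (92.0%), ribosomal protein genes in 85 of 98 (86.7%) and zinc finger genes named Zfp in 281 of 397 (70.8%), whereas solute carriers, at 185 of 371 (49.9%), stood near the 50.0% of all protein-coding genes. Few members were open in other families, with 5 of 1135 olfactory receptor genes, 1 of 331 vomeronasal receptor genes, 2 of 53 keratin genes and 9 of 100 cytochrome P450 genes open in all 3 libraries, although 102 olfactory receptor genes had a peak in at least 1.

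Shared regions outside promoters were dense in several genes. Of 7002 such regions 3352 (47.9%) lay in a protein-coding gene, on average 0.322 per 100 kb. The very long models Gm20388 and Fgfr2 held the most, 38 and 16. Picked from the other genes with many, the receptor kinase gene Flt3 held 6 in 69.7 kb (8.60 per 100 kb), the signalling adaptor gene Pik3ap1 7 in 112.7 kb, the survival gene Bcl2 7 in 176.1 kb, Gse1 10 in 352.9 kb and Runx1 5 (2.23 per 100 kb). The widest promoter domains outside repeats and gene clusters included the chromatin remodeller gene Arid2 (2915 ± 271 bp, mean ± SD, n = 3), Tsc22d2 (2898 ± 247 bp), the cell cycle kinase gene Cdk6 (2895 ± 862 bp), Ubtf (2757 ± 298 bp) and the nuclear receptor gene Nr4a2 (2598 ± 83.3 bp). The region ranked 7th by fold, on chromosome 1 (24612477 to 24613494, fold 31.7 ± 0.892), is 99.8% identical to the mitochondrial genome over 100% of its length.

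Of the merged narrow regions 74.3% were called in 1 library only. Against a difference in depth, the 2 libraries with the higher background density held 58.8% of single-library regions, below the 80% set for it, and library 1, with the lowest density, held the largest share of its own regions alone (57.1%, against 51.2 and 47.0%), but these shares followed the share of peaks at the lowest background (41.3, 31.8 and 26.4%), where fewer fragments suffice for a call, so depth stays open. Counting noise at the calling threshold may account for many of them, as the PU.1 motif was 2.56 times as frequent at summits as in flanks of single-library regions outside promoters, against 8.42 for regions in 2 libraries and 10.4 for shared ones. The ratios of RUNX (1.42 against 4.52 in shared regions) and AP-1 (1.38 against 3.08) were also lower in single-library regions. The CTCF motif, in contrast, reached 13.1 (12.1 to 14.3) in single-library regions, against 35.3 in regions of 2 libraries and 16.5 in shared ones. Noise and weak true sites therefore cannot be told apart by motifs that differ in this way. No biological explanation was tested.

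Open direct targets had a low fold but an ordinary or high summit pileup, at percentiles 0, 0.05 and 0 against 87.7, 98.7 and 78.5 of random open genes in libraries 1 to 3. GC content of the promoters and the width of the accessible domains are argued against as the whole cause, since the fold stayed at percentile 0.04 at most with GC matched and 0.02 at most with the width of the broad region matched. The local background of the list stood at percentile 100 of random open genes in every library, as a raised background that lowers the fold would give. Among open genes of similar width it also stood at percentile 100, so domain width does not account for all of its height. That height follows from the fold and the pileup, from which the background is computed, so it is no separate evidence. By this computation, a low fold at an ordinary pileup is the same thing as a raised local background. The median background was 4.70, 5.10 and 4.96 fragments in libraries 1, 2 and 3, against 3.16, 3.47 and 3.19 in random open genes. What raises the background was not tested. No biological explanation was tested.

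Library 3 listed 1552 broad regions on chromosome 17 between 25 and 40 Mb, against 761 and 1020 in libraries 1 and 2, an excess of 0.82 on the log2 scale, while its highest value in any segment not overlapping this one was 0.19, and its narrow list held 876 peaks there (1.88% of the list) against 616 (1.05%) and 613 (1.22%). Chance among many segments stays open: 0% of 1000 genomes with blocks in random order held as large an excess in any library, but their highest value, 0.55, lay below real segments of library 2 on chromosomes X (0.76, on 36, 103 and 62 regions) and 16 (0.61, on 158, 275 and 125), so random order makes the range too narrow, and the narrow peaks come from the same reads as the broad regions. More copies of the segment in part of the cells of library 3 may account for it, since the pileup of 269 shared regions there, 0.13 higher on the log2 scale than in the other libraries, lay at percentile 97.9 of 466 overlapping segments elsewhere (-0.15 to 0.23). That is weak evidence, since some segments without such an excess had a higher ratio. No biological explanation was tested.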
